A study of Mus musculus with 33 samples.

How the data were processed

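Gene expression was measured by sequencing of total RNA from 33 mouse livers and liver tumours of strain C57BL/6. Per the labels' protocols, RNA was purified on columns with DNase treatment, made into strand-specific total RNA libraries with a TruSeq kit, and sequenced on a NovaSeq or another Illumina instrument, with no record of which library ran on which instrument. The aligner, the counting program, the genome build, the annotation and any removal of duplicate reads are stated neither in the labels nor in the file headers. No coordinates are therefore given, and genes are named by the symbols of the deposited table.

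The deposited values are RPKM, reads per kilobase of gene and per M reads of a library total set by the authors, with 1 column per library and 21671 genes. The authors' deposited table also holds a log2 fold change for each of their comparisons, which came from DESeq per the file name, with no version or settings given. Beside each of these the authors' deposited table gives an adjusted p-value. Those columns were used only to count the genes the authors' comparisons call and to give their values for named genes. No column belonged to a sample outside the series, so 0 columns were set aside for that reason.

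Within a gene the RPKM values of a library were whole multiples of the value of 1 read, so the reads behind them were recovered from the ratios between libraries. Of the 21671 genes, 1186 were at 0 in every library. For the other 20485 genes 100% of values came out as whole reads. In simulated data the recovery was exact for 99.83% of 2971 genes. The 20 livers given AAV8-TBG-CRE had 3.75 to 7.31 M reads in genes (median 4.98 M). The 13 tumours and 4-OHT livers had 6.65 to 9.82 M (median 8.25 M). The totals implied by the RPKM scale were close to the reads in genes for the AAV8-TBG-CRE livers, of which 99.95% to 99.96% lay in genes, but ran from 23.9 to 38.8 M for the tumours and 4-OHT livers, of which 22.2% to 29.6% lay in genes. RPKM of these 2 sets of libraries are therefore on different scales, and levels are compared within a set unless stated. Counts of reads were not used for the main tests, because the deposited unit is RPKM.

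Each library was assigned to its group from its title and its genotype and treatment labels. The sex of each animal, which the labels do not give, was read from Xist and Ddx3y. Replicate numbers within a group follow the order of the records and pair no animals. The main test was limma on log2(RPKM + 1) with an empirical Bayes trend, two-sided, and Benjamini-Hochberg adjustment within each comparison, with genes called at an adjusted p under 0.05. A gene was tested when its RPKM reached 1 in at least 3 libraries of the fit. Fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low values. The 20 AAV8-TBG-CRE livers were fitted together, as were the 6 tumours with the 7 4-OHT livers. The comparison of the 2 kinds of wild-type liver used those 12 libraries, and the comparison of the Ex3 effect between tumours and livers used the 16 libraries with MYC. In all 11 comparisons were tested.

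The comparisons, the tests, most alternatives, 8 gene lists and the rule for naming genes were written down before the data were examined. The lists held targets of β-catenin (20 symbols), MYC (25) and YAP/TAZ (24, of which 22 are in the table), and genes of periportal hepatocytes (15, of which 14 are in the table), hepatoblasts (11), cholangiocytes (12), mature hepatocytes (16) and proliferation (26). They were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 88 tests of 8 lists in 11 comparisons, and again with fry and with camera at an estimated correlation. As fry tests the change of a list itself, it was also run after rescaling by the median ratio, chosen after the results were seen. The change of a list is its median log2 change minus that of all genes tested. Further lists for macrophages, endothelial cells, stellate cells and fibroblasts, and erythroid cells served only to check explanations, and short lists of epidermal, neural, male liver and chemoreceptor genes were written for the same purpose after the patterns they test had been seen. In each comparison the text names the 2 genes with the largest rise and the 2 with the largest fall among called genes with a mean RPKM of at least 5 and no overlap between the libraries of the groups, leaving out predicted genes, clones, small RNAs and pseudogenes; for the 2 differences between effects the condition on overlap was dropped. Myc, Ctnnb1 and a panel of 16 further genes fixed beforehand are also reported. A fold change against a group with at most 3 reads in each library is given as a bound.

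The alternatives fixed beforehand were a pseudocount of 0.1, no filter on low values, a filter at an RPKM of 5, rescaling of each library by the median ratio to the geometric mean, a fit of only the groups compared, a sex covariate, a 2-fold minimum change, sample quality weights, each library left out in turn, and the 4-OHT livers of each of their 2 numbered sets alone. Added after the data had been seen were limma-voom on the recovered reads, male animals only, and a term for, or a restriction to, each of 2 presumed technical batches of AAV8-TBG-CRE libraries. Other splits of the same libraries into groups of the same sizes were refitted, at most 100 for each comparison.

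The fits were tested on simulated data with 200 changed genes at a dispersion of 0.05. With the group sizes of the AAV8-TBG-CRE livers, 72.6% of 102 genes changed by 1 log2 unit and 100% of 98 genes changed by 2 log2 units were called, and 3.37% of 178 calls were unchanged genes. With those of the tumours and 4-OHT livers the shares were 69.5% of 95 genes and 100% of 105 genes, with 5.52% of 181 calls unchanged. The fitted change was a median of 0.92 and 0.82 times the simulated change. GC content was taken from the transcripts of a mouse reference annotation matched by symbol, which covered 96.1% of the genes tested. Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.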

Results

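The series asked how MYC and β-catenin act together in the mouse liver, shortly after their activation in hepatocytes and in the tumours they drive. In its short-term arm, mice received AAV8-TBG-CRE, a virus that expresses Cre recombinase from a hepatocyte promoter, and livers were taken on day 4. The animals were wild type (5 livers), carried a β-catenin allele whose exon 3 is removed by Cre (Ex3, 5 livers), carried a MYC transgene at Rosa26 that Cre switches on (MYC, 5 livers), or carried both (MYC+Ex3, 5 livers). In its tumour arm, nodules arose in mice with the same alleles and Alb-CreERT2, a Cre that 4-hydroxytamoxifen (4-OHT) activates. The arm comprised 3 MYC tumours, 3 MYC+Ex3 tumours and 7 wild-type livers taken 4 days after 4-OHT. Total RNA was sequenced, and the deposited unit is RPKM.

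The short-term livers had 3.75 to 7.31 M reads in genes and 15916 to 18145 genes detected. The tumours and 4-OHT livers had 6.65 to 9.82 M reads in genes and 16034 to 17185 genes detected. By Xist and Ddx3y, males made up 2 of 5 wild-type, 3 of 5 Ex3, 3 of 5 MYC and 4 of 5 MYC+Ex3 short-term livers, 4 of 7 4-OHT livers, 3 of 3 MYC tumours and 2 of 3 MYC+Ex3 tumours. The short-term libraries fell into 2 sets that the labels do not give and that are treated as technical batches, a candidate explanation. In 10 of them the RPKM of Krt5, Krt14 and Krt17 summed to between 3.95 and 23.8, while in the other 10 the sum was at most 0.4. These keratin-bearing and keratin-free libraries differed in 3672 of 13688 genes (limma, adjusted p under 0.05). The keratin-bearing libraries numbered 3 of 5 in the wild-type, Ex3 and MYC+Ex3 groups but 1 of 5 in the MYC group, so no value within that batch can be had for comparisons with MYC livers. Values within batches are given beside the pooled ones for counts of genes, some single genes and the correlations. The gene lists were fitted with a batch term but not within batches.

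The values of the most abundant genes were compressed. The highest RPKM of any gene was between 220 and 396 in the short-term livers, and between 42.9 and 67.5 in the tumour arm. Among libraries of the same group and batch, the log2 reads of the 50 most abundant genes rose by a median of 0.27 per log2 unit of depth, against 0.92 for less abundant genes. Changes of Alb, Cyp2e1 and Glul, whose RPKM lay near that upper end, are limited by it. The same holds for the rises of Igf2 and H19 in the tumours and for changes of Mettl7b in the short-term livers.

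The targeted genes were examined first. Mouse Myc had an RPKM of 2.57 ± 1.22 (SD, n = 5) in wild-type short-term livers, 3.51 ± 2.51 with Ex3, 3.99 ± 0.751 with MYC and 3.94 ± 1.21 with MYC+Ex3. Its log2 change from wild type was 0.55 ± 0.307 (SE) in MYC livers (limma adjusted p = 0.208) and 0.51 ± 0.307 in MYC+Ex3 livers (limma adjusted p = 0.243), neither beyond the spread between animals. Without wild-type replicate 1 these changes were 0.32 and 0.27. In the tumour arm its RPKM was 1.63 ± 0.4 (n = 7) in 4-OHT livers, 1.91 ± 0.36 (n = 3) in MYC tumours and 2.26 ± 0.232 (n = 3) in MYC+Ex3 tumours. The log2 changes were 0.15 (limma adjusted p = 0.388) and 0.32 (limma adjusted p = 0.0574). The first fell to -0.02 when libraries were rescaled by the median ratio. The second passed the threshold when only the groups compared were fitted (limma adjusted p = 0.0427), under sample weights (0.0457), without MYC tumour replicate 1 (0.044) and without 4-OHT liver replicate 7 (0.0308), within a range of 0.0308 to 0.57 over its alternatives. The labels do not say whether the transgene is of mouse or human sequence. Ctnnb1, of which Ex3 removes an exon, changed by -0.08 ± 0.089 in Ex3 livers (limma adjusted p = 1), from 128 ± 5.83 to 120 ± 5.44 RPKM.

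Activation of Ex3 alone was compared with wild type to show the early response to β-catenin. Of 13688 genes tested, 18 were higher and 0 lower in Ex3 livers (limma, adjusted p under 0.05), while 744 had an unadjusted p under 0.05 where 684 are given by chance. Axin2 rose by 2.13 ± 0.351 log2 units (limma adjusted p = 0.0123), from 3.32 ± 0.609 to 18.4 ± 5.37 RPKM (SD, n = 5 each), and Slc1a4 by 2.05 ± 0.335 (limma adjusted p = 0.0123), from 7.04 ± 2.01 to 35.1 ± 14.8 RPKM. For both genes every Ex3 liver lay above every wild-type liver. Among the panel, Lgr5 rose by 1.64 ± 0.319 (limma adjusted p = 0.0406). Of 18 targeted and panel genes tested, 2 were called over all genes and 5 when adjusted over the list alone. The number of calls depended on the fit: it was 62 (57 higher, 5 lower) with sample quality weights and 0 with males only, where 544 genes had an unadjusted p under 0.05. It was 27 with a batch term, of which 18 were the genes called without it, 2 within the keratin-free batch and 2 within the keratin-bearing batch. Axin2 rose by 2.42 and 1.94 log2 units within these batches (limma adjusted p = 0.236 and 0.102), within a range of 0.000556 to 0.716 over its alternatives. Slc1a4 lost its call in 3 of 13 alternatives, within the keratin-bearing batch (limma adjusted p = 0.311), when only these groups were fitted (0.0586) and with males only (0.967). Lgr5 lost its call in 7 of 13, among them each batch (0.266 and 0.313) and males only (0.427). Leaving out Ex3 liver replicate 3 lowered the number of calls to 5 and moved Axin2 and Slc1a4 past the threshold (limma adjusted p = 0.0521 for each). Leaving out Ex3 liver replicate 4 lowered it to 6, wild-type replicate 4 to 7 and wild-type replicate 5 to 11. Of the 20 fits that each left out 1 liver, Slc1a4 lost its call in 2 (limma adjusted p up to 0.0582). Lgr5 did so in 13 (limma adjusted p up to 0.183, without Ex3 liver replicate 4).

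**Figure D1:**
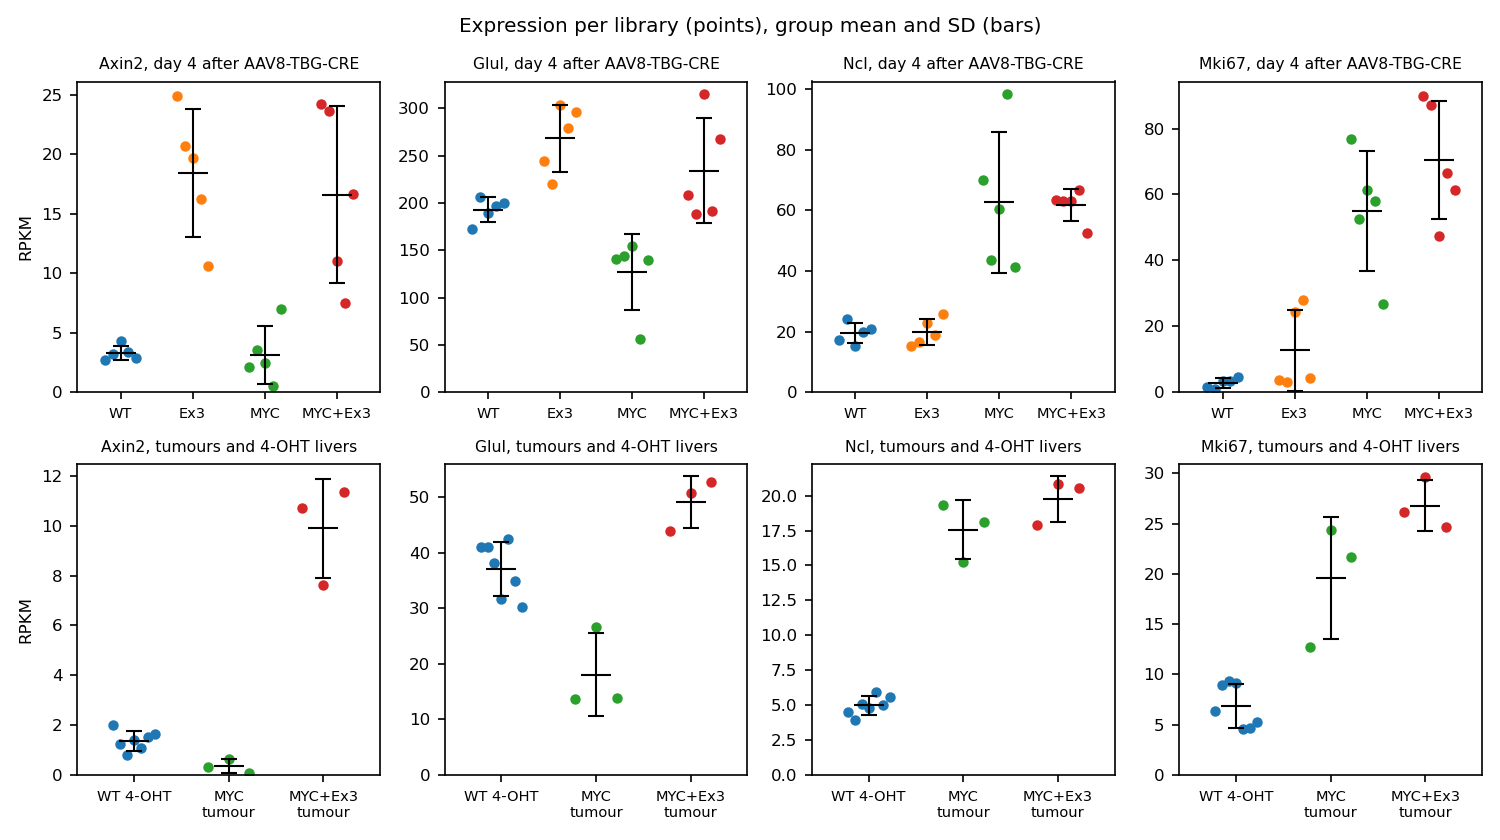
RPKM of Axin2, Glul, Ncl and Mki67 in each library (points), with the group mean (long bar) and SD (error bars), for the short-term livers in the top panels and for the tumours and 4-OHT livers in the bottom panels, whose RPKM scales differ. Every Ex3 and MYC+Ex3 liver lies above every wild-type liver for Axin2, and every liver with MYC lies above every liver without it for Ncl.

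MYC alone changed far more genes. Compared with wild type, 2313 genes were higher and 734 lower in MYC livers (limma, adjusted p under 0.05), 868 of them by at least 2-fold. The calls were 75.9% higher as deposited and 61.2% higher (1948 higher, 1235 lower) after rescaling by the median ratio. With a batch term 3587 genes were called, and within the keratin-free batch 1249. Ccnb1 rose by 4.64 ± 0.645 log2 units (limma adjusted p = 3.22e-05), from 1.16 ± 0.826 to 56.1 ± 25.3 RPKM, and Cdc20 by 4.53 ± 0.544 (limma adjusted p = 9.82e-06). Gpr110 fell by 2.66 ± 0.362 (limma adjusted p = 2.65e-05), from 17.8 ± 3.85 to 2.47 ± 2.16 RPKM, and Slc1a2 fell by 2.06 ± 0.47 (limma adjusted p = 0.00339). Of 18 targeted and panel genes, 7 were called over all genes and 7 when adjusted over the list alone. Ncl rose by 1.58 ± 0.194 (limma adjusted p = 1.23e-05), Odc1 by 0.92 ± 0.173 (0.000671) and Mki67 by 3.90 ± 0.481 (1.23e-05), while Glul fell by 0.68 ± 0.211 (0.0242), Tbx3 by 0.96 ± 0.329 (0.0404), Cyp2e1 by 0.46 ± 0.16 (0.0455) and Wwtr1, which encodes TAZ, by 0.36 ± 0.108 (0.0205). Within the keratin-free batch the falls of Glul, Tbx3, Cyp2e1 and Wwtr1 and the rise of Odc1 were no longer called (limma adjusted p = 0.0622, 0.177, 0.279, 0.18 and 0.157). Of the 20 fits that each left out 1 liver, Cyp2e1 lost its call in 13 and Tbx3 in 7 (limma adjusted p up to 0.144 and 0.13, without MYC liver replicate 4), Wwtr1 in 2 (up to 0.058, without MYC liver replicate 1) and Glul in 1 (0.0511, without wild-type replicate 2). Without MYC liver replicate 4 the change of Glul was -0.41 and that of Cyp2e1 -0.30; within the keratin-free batch they were -0.32 and -0.24. When only these groups were fitted Glul, Tbx3, Wwtr1 and Cyp2e1 lost their calls (limma adjusted p = 0.0672, 0.059, 0.0622 and 0.0686), and over all alternatives these 4 lost them in 3, 6, 3 and 7 of 12. With males only Slc1a2, Glul, Tbx3, Wwtr1 and Cyp2e1 lost their calls (limma adjusted p = 0.0776, 0.16, 0.155, 0.0907 and 0.177). Yap1 was not called, at 14.8 ± 1.33 RPKM in wild-type and 14.7 ± 1.49 RPKM in MYC livers.

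Both changes together were compared with wild type and with each alone. Against wild type, 2455 genes were higher and 846 lower in MYC+Ex3 livers (limma, adjusted p under 0.05), 74.4% higher as deposited and 61.1% higher (2076 higher, 1323 lower) after rescaling. A batch term gave 4150 calls, the keratin-free batch alone 3009 and the keratin-bearing batch alone 2453. Ccnb1 rose by 5.15 ± 0.645 (limma adjusted p = 7.57e-06) and Ckap2 by 5.05 ± 0.585 (3.67e-06), while B3galt1 fell by 1.89 ± 0.402 (0.00164) and Ugt2b37, whose reads can be shared with related genes, by 1.96 ± 0.383 (0.000766). Of the 18 targeted and panel genes 5 were called over all genes and 6 when adjusted over the list alone, among them Axin2 (1.92, limma adjusted p = 0.000408), Lgr5 (1.35, 0.00388) and Ncl (1.62, 4.79e-06). Within the keratin-bearing batch Lgr5 and Ugt2b37 kept their directions but not their calls (limma adjusted p = 0.0917 and 0.0732). Against Ex3 livers, 2249 genes were higher and 644 lower, 77.7% higher as deposited and 64.3% higher (1923 higher, 1069 lower) after rescaling. A batch term gave 3634 calls, the keratin-free batch alone 2310 and the keratin-bearing batch alone 1668. Ccnb1 rose by 3.58 ± 0.645 (limma adjusted p = 0.000444) and Cox6b2 by 3.51 ± 0.265 (1.47e-07), and Gpr110 fell by 1.92 ± 0.362 (0.000656) and Bmf by 1.68 ± 0.372 (0.00266). Within the keratin-bearing batch Ccnb1, Bmf and Mki67 kept their directions but not their calls (limma adjusted p = 0.0921, 0.055 and 0.0768). Of the panel, 3 genes were called over all genes and 3 when adjusted over the list alone.

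Against MYC livers, which shows what Ex3 adds on top of MYC, 26 genes were higher and 0 lower in MYC+Ex3 livers (limma, adjusted p under 0.05), with 461 genes at an unadjusted p under 0.05 where chance gives 684. Slc1a2 rose by 2.40 ± 0.47 (limma adjusted p = 0.0346), from 16.2 ± 8.96 to 81.4 ± 43.7 RPKM. Axin2 rose by 2.18 ± 0.351 (limma adjusted p = 0.00906), from 3.12 ± 2.42 to 16.6 ± 7.46 RPKM. Lgr5 rose by 1.71 (limma adjusted p = 0.0323). Of the 18 targeted and panel genes 2 were called over all genes and 4 when adjusted over the list alone. A batch term gave 34 calls, 21 of them among the 26, and the keratin-free batch alone 6, where Slc1a2 and Lgr5 lost their calls (limma adjusted p = 0.0727 and 0.0881). The count was 10 when only these groups were fitted, 11 with a pseudocount of 0.1 and 78 with sample quality weights. Leaving out 1 liver gave between 7 (without MYC liver replicate 1) and 37 calls (without MYC+Ex3 liver replicate 4). Slc1a2 and Lgr5 each lost their calls in 7 of these 20 fits (limma adjusted p up to 0.146, without MYC+Ex3 liver replicate 3, and 0.141), and Axin2 in 0. When only these groups were fitted Slc1a2, Lgr5 and Axin2 lost their calls (limma adjusted p = 0.405, 0.162 and 0.19), within ranges over the alternatives that reached 0.43, 0.162 and 0.19. The interaction of MYC and Ex3, which asks whether their joint effect differs from the sum of their separate effects on the log2 scale, called 0 genes (smallest limma adjusted p = 0.9999), with 132 genes at an unadjusted p under 0.05 where chance gives 684. It called 0 genes also with a batch term and within the keratin-free batch, with 248 and 410 genes at an unadjusted p under 0.05.

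**Figure D2:**
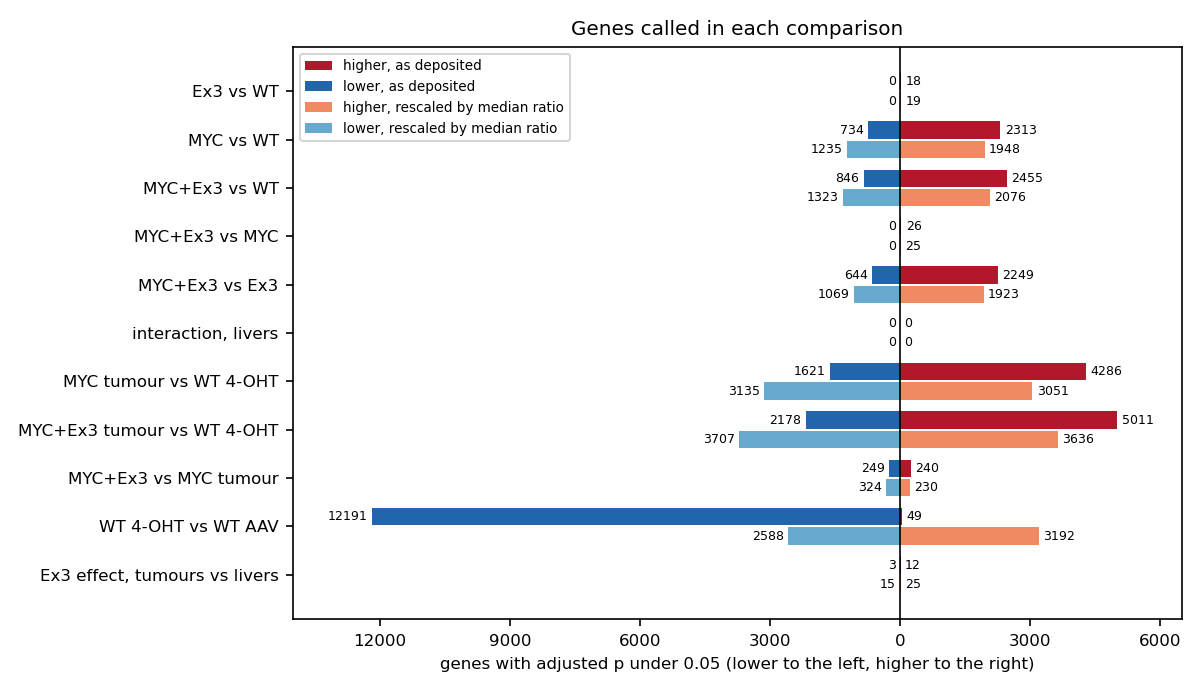
Number of genes called in each of the 11 comparisons (limma, adjusted p under 0.05), higher to the right and lower to the left, with values as deposited (upper bars) and rescaled by the median ratio (lower bars). The comparison of the wild-type livers of both arms changes from 12191 lower genes as deposited to 2588 after rescaling.

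In the tumour arm, MYC tumours were compared with 4-OHT livers. Of 11854 genes tested, 4286 were higher and 1621 lower (limma, adjusted p under 0.05), but the median of all genes was shifted by 0.19 log2 units, and after rescaling the calls were 3051 higher and 3135 lower, so that the share of higher calls was 72.6% as deposited and 49.3% rescaled. Against the 4-OHT livers of the S14 set alone 4425 genes were called, and against those of the S15 set 4268. Igf2 rose by 5.25 ± 0.096 (limma adjusted p = 6.83e-14), from 0.0693 ± 0.0411 to 39.9 ± 4.52 RPKM, and H19 by 5.20 ± 0.25 (1.1e-08), from 0.469 ± 0.606 to 51.0 ± 13.3 RPKM. Slc34a2 fell by 4.44 ± 0.253 (limma adjusted p = 4.46e-08), from 22.5 ± 9.16 to 0.0143 ± 0.0161 RPKM, and Cyp2a4, which shares reads with related genes, by 3.80 ± 0.302 (8.81e-07). Slc34a2 was itself 3.80 log2 units higher in 4-OHT than in wild-type AAV8-TBG-CRE livers after rescaling, so the size of its fall depends on the control. Of 16 targeted and panel genes tested, 10 were called over all genes and 10 when adjusted over the list alone. Axin2 fell by 0.81 ± 0.171 (limma adjusted p = 0.00154), Glul by 1.05 ± 0.183 (0.000378) and Tbx3 by 1.33 (5.54e-05), while Ncl rose by 1.64 (3.58e-07), Ctgf by 1.06 (0.00261), Mki67 by 1.39 ± 0.236 (0.000321) and Afp by 2.46 ± 0.551 (0.00227). The RPKM of Axin2 went from 1.38 ± 0.394 to 0.362 ± 0.284, so the pseudocount of 1 understates its fall, which was -1.89 in the authors' deposited table. Afp was at 1.97 RPKM in MYC tumour replicate 1 and at 29.6 and 33.5 RPKM in the other MYC tumours. The fall of Cyp2e1 (-0.88, limma adjusted p = 0.0478) lost its call in 11 of the 13 fits that each left out 1 library and shrank to -0.19 (0.46) without MYC tumour replicate 3. It also lost its call in 5 of 11 alternatives (limma adjusted p up to 0.208, against the S15 set).

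MYC+Ex3 tumours differed from 4-OHT livers in more genes, 5011 higher and 2178 lower (limma, adjusted p under 0.05), with a median shift of 0.23 log2 units. The share of higher calls was 69.7% as deposited and 49.5% (3636 higher, 3707 lower) after rescaling. Against the S14 and S15 sets alone 6050 and 5843 genes were called. Igf2 rose by 5.36 ± 0.096 (limma adjusted p = 5.14e-14) and H19 by 5.20 ± 0.25 (3.85e-09). Slc34a2 had at most 3 reads in each MYC+Ex3 tumour and was at least 1086-fold lower than in 4-OHT livers, a control in which it was raised over the other wild-type livers. Ces3b, which has close paralogs, fell by 4.23 ± 0.457 (limma adjusted p = 3.8e-06). Of 16 targeted and panel genes, 9 were called over all genes and 8 when adjusted over the list alone, with rises of Axin2 (2.2, limma adjusted p = 2.74e-07), Lgr5 (1.38, 4.96e-07), Tbx3 (0.94, 0.000468), Afp (3.89, 3.74e-05) and Mki67 (1.86, 1.46e-05). The fall of Alb (-0.35, limma adjusted p = 0.0473) lost its call in 8 of the 13 fits that left out 1 library (0.189 without MYC+Ex3 tumour replicate 1) and in 5 of 11 alternatives (up to 0.23, against the S15 set).

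What Ex3 adds in tumours was read from MYC+Ex3 against MYC tumours. The comparison called 489 genes, 240 higher and 249 lower (limma, adjusted p under 0.05), or 230 higher and 324 lower after rescaling. Axin2 rose by 3 ± 0.202 (limma adjusted p = 9.09e-07), from 0.362 ± 0.284 to 9.89 ± 1.99 RPKM (n = 3 each), Glul by 1.46 ± 0.217 (0.00133), Lgr5 by 1.94 (1.16e-06) and Tbx3 by 2.27 (1.95e-05). Of 16 targeted and panel genes these 4 were called, over all genes and when adjusted over the list alone. Rhbg rose by 3.72 ± 0.263 (limma adjusted p = 1.16e-06) and Slc1a2 by 3.37 ± 0.409 (0.00027). Sds fell by 3.33 ± 0.393 (limma adjusted p = 0.000215), from 28.1 ± 1.96 to 2.63 ± 3 RPKM, and Hamp2, whose paralog Hamp can share its reads, by 2.80 ± 0.636 (0.0235). Fitted without the 4-OHT livers, the comparison called 70 genes, 69 of them among the 489. Leaving out 1 library gave between 199 (without MYC+Ex3 tumour replicate 3) and 764 calls (without MYC tumour replicate 2). Hamp2 lost its call in 5 of 13 such fits (limma adjusted p up to 0.101, without MYC+Ex3 tumour replicate 3) and in 5 of 9 alternatives (up to 0.233, with males only). Glul lost its call in 2 of 9 alternatives, when only these groups were fitted (0.0678) and with males only (0.0616).

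The effect of Ex3 on top of MYC was then compared between tumours and short-term livers. Of 13496 genes tested, 15 had a different effect, 12 more positive and 3 more negative in tumours (limma, adjusted p under 0.05), with 565 genes at an unadjusted p under 0.05 where chance gives 675. After rescaling the count was 40 (25 and 15). It was 21 with a batch term, 9 within the keratin-free batch, 5 without MYC+Ex3 tumour replicate 3 and 78 without MYC tumour replicate 2. Sqrdl fell with Ex3 in tumours, from 11.2 ± 1.90 to 1.19 ± 0.288 RPKM, but was at 62.3 ± 9.21 and 56.8 ± 10.4 RPKM in MYC and MYC+Ex3 livers, a difference between effects of -2.34 ± 0.24 (limma adjusted p = 0.000174). Mettl7b gave a difference of -2.2 ± 0.353 (limma adjusted p = 0.013), with 29.7 ± 14.5 and 5.58 ± 2.56 RPKM in tumours and 208 ± 21.5 and 210 ± 29.9 RPKM in livers. It lost its call in 4 of 11 alternatives, with males only (limma adjusted p = 0.457), within the keratin-free batch (0.303), with sample quality weights (0.16) and with batch and sex terms (0.0683), and without MYC+Ex3 tumour replicates 1 (0.0799) or 3 (0.096). The RPKM of Mettl7b in livers lay near the upper end, where values were compressed, so a change with Ex3 there may be hidden. This was not tested. Of 17 targeted and panel genes 0 were called as deposited, over all genes or adjusted over the list alone. RPKM were lower in the tumour arm, so the pseudocount of 1 shrank effects on genes with low values more in tumours. After rescaling the differences of Axin2 and Tbx3 were 1.648 and 1.454, against 0.824 and 0.784 as deposited. That of Glul, with higher RPKM, was 0.499 against 0.521.

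The wild-type livers of both arms served as background for comparisons across them. As deposited, 12191 of 12646 genes were lower and 49 higher in 4-OHT than in AAV8-TBG-CRE livers (limma, adjusted p under 0.05), with a median of -1.53 log2 units. After rescaling 2588 were lower and 3192 higher, 55.2% higher against 0.4% as deposited. Per M reads in genes the median difference was 0.16, and 6115 genes were called (4287 higher, 1828 lower). With limma-voom 3756 were higher and 1796 lower, so the balance of directions depends on the scaling. Relative changes are therefore used. After rescaling Slc34a2 was 3.80 log2 units higher in 4-OHT livers, and Scand1 and Terc were lower by -2.58 and -2.26 log2 units (limma adjusted p as deposited = 0.000118, 2.74e-10 and 1.18e-10). Of 17 targeted and panel genes 16 were called as deposited, over all genes and when adjusted over the list alone.

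Gene lists fixed beforehand were tested in each comparison, and changes are given relative to the median of all genes. Of 88 tests 56 were called by camera (adjusted p under 0.05). Of these, 28 also passed with fry and 4 with an estimated correlation. Unlike camera, fry tests the change of a list itself and not its difference from other genes. Between the wild-type livers of both arms, where the median of all genes was -1.53, its result as deposited follows that shift and is not used. In the other comparisons 26 of 53 lists passed fry. After rescaling 37 of 56 did so in all. Below, fry is as deposited where rescaling is not named. The 3 that passed all tests as deposited were the β-catenin targets, of which 18 of 18 were higher in each case: in Ex3 against wild-type livers (0.99, camera adjusted p = 1.19e-28), in MYC+Ex3 against MYC livers (1.31, 5.99e-62) and in MYC+Ex3 against MYC tumours (2.16, 3.42e-34). Single members called over all genes numbered 5, 9 and 15 of 18 in these comparisons, and 13, 18 and 17 when adjusted over the list alone. The estimated correlation moved the number of calls most, to 4.

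In MYC livers the MYC targets rose by 1.39 relative to all genes, with 24 of 25 higher (camera adjusted p = 1.94e-20), and 23 of them were called over all genes or 24 when adjusted over the list alone. Proliferation genes rose by 2.80, with 26 of 26 higher (camera adjusted p = 2.25e-24). Both held under fry. The β-catenin targets fell by 0.55 (camera adjusted p = 2.88e-05), with 2 of 18 higher, and periportal and mature hepatocyte genes fell by 0.30 and 0.28 (0.0142 and 0.000146), all of which passed camera but not fry. After rescaling fry called the β-catenin and mature hepatocyte falls (adjusted p = 0.047 and 0.0437) but not the periportal fall (0.0543). With a batch term the periportal fall lost its camera call (adjusted p = 0.0575). In MYC+Ex3 against wild-type livers the MYC targets rose by 1.42, proliferation genes by 3.23 and β-catenin targets by 0.50, and periportal genes fell by 0.37, which held under fry, while falls of the cholangiocyte (-0.45) and mature hepatocyte genes (-0.26) did not. After rescaling fry called the latter (adjusted p = 0.0437). The cholangiocyte fall lost its camera call in 4 of 33 fits without 1 library (adjusted p up to 0.0697), after rescaling (0.0778) and with a sex covariate (0.0607). The mature hepatocyte fall was -0.17 without MYC+Ex3 liver replicate 2 and -0.39 without MYC+Ex3 liver replicate 3. These had the most and the fewest reads in genes of the short-term livers (7.31 and 3.75 M), with Alb at 177 and 301 RPKM. As abundant genes were compressed, falls of the mature hepatocyte list in short-term livers may in part follow depth, which was not tested. Against Ex3 livers the MYC targets rose by 1.53 and proliferation genes by 2.52, and cholangiocyte genes fell by 0.82, all under both tests, while falls of the β-catenin targets (-0.27), periportal (-0.28) and mature hepatocyte genes (-0.25) passed camera only. The periportal and mature hepatocyte falls passed fry after rescaling (adjusted p = 0.0279 and 0.0437). The mature hepatocyte fall was -0.16 without MYC+Ex3 liver replicate 2 and -0.38 without MYC+Ex3 liver replicate 3. Without Ex3 liver replicate 2 the cholangiocyte fall was -0.47 and still called. The β-catenin fall lost its camera call in 3 of 33 fits without 1 library (adjusted p up to 0.202, without MYC+Ex3 liver replicate 4) and with a sex covariate (0.0588). Against MYC livers a rise of proliferation genes (0.40) and a fall of periportal genes (-0.07) passed camera only. The former lost its camera call with a batch term (0.22, adjusted p = 0.142), and the latter without a filter (0.0675) and with a sex covariate (0.0868). Without MYC liver replicate 5 the former was 0.18, and without MYC liver replicate 3 the latter was 0.002. In Ex3 against wild-type livers, camera also called proliferation genes (0.84, 26 of 26 higher) and cholangiocyte genes (0.50, 8 of 10 higher), neither of which passed fry (adjusted p = 0.0864 and 0.201). Without Ex3 liver replicate 2 the cholangiocyte change was 0.08. The hepatoblast list was called in 0 of the 5 pairwise comparisons of short-term livers by either test. The YAP/TAZ targets were called in 1 of them by camera, against Ex3 livers (-0.21, camera adjusted p = 0.00773), and in 0 by fry, though after rescaling fry called the same list (adjusted p = 0.0373).

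**Figure D3:**
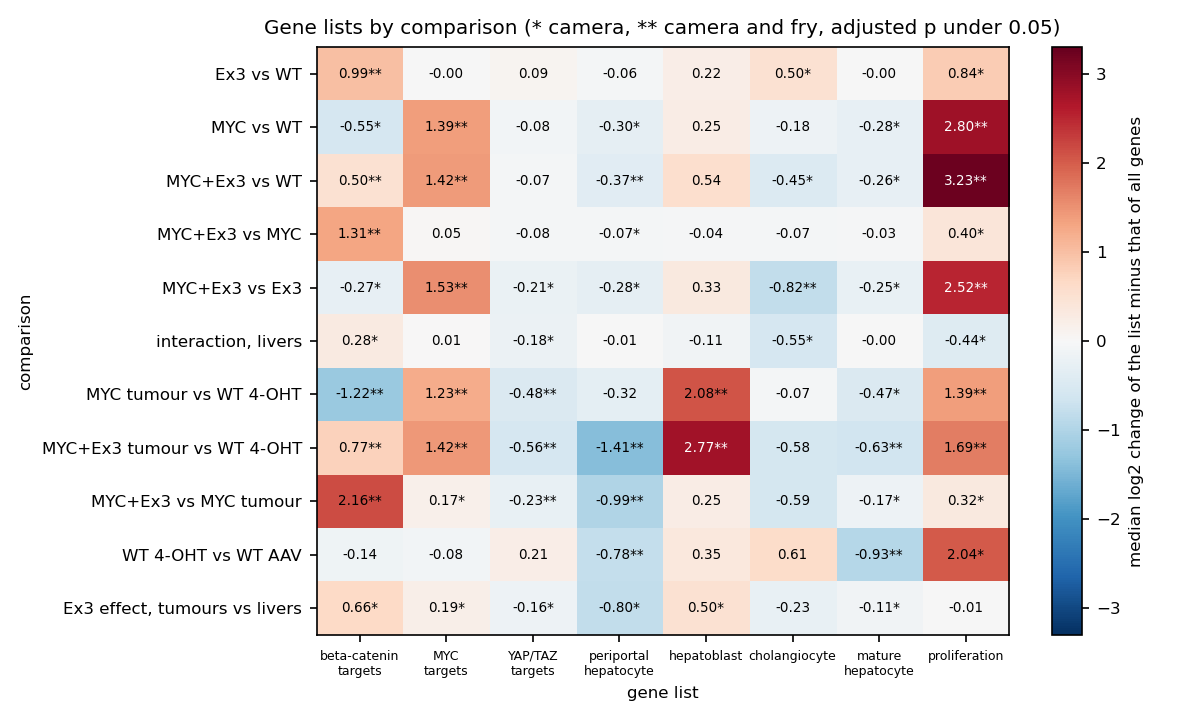
Median log2 change of each gene list minus that of all genes tested, by comparison, as colour and number. Asterisks mark an adjusted p under 0.05 by camera (*) or by both camera and fry as deposited (**), where between the wild-type livers fry follows the shift of all genes, and the β-catenin targets range from -1.22 in MYC tumours to 2.16 with Ex3 added in tumours.

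In MYC tumours against 4-OHT livers the β-catenin targets fell by 1.22, with 1 of 18 higher (camera adjusted p = 1.23e-10), or by 1.24 with 1 gene near 0 reads set at its bound. The MYC targets rose by 1.23 (25 of 25 higher, camera adjusted p = 1.06e-09) and proliferation genes by 1.39 (26 of 26). Hepatoblast genes rose by 2.08 (10 of 10, camera adjusted p = 1.79e-05), or by 2.49 with 2 genes at their bounds. The YAP/TAZ targets fell by 0.48 relative to all genes, with 6 of 15 higher as deposited (camera adjusted p = 0.0203). That fall ranged from -0.59 to -0.15 over the alternatives and lost its call in 3 of 8: without a filter (-0.15, 0.0929), after rescaling (0.0744) and with an estimated correlation (0.192). These changes held under fry, while the fall of mature hepatocyte genes (-0.47, fry adjusted p = 0.0946) did so only after rescaling (0.00378). Without MYC tumour replicate 1 the YAP/TAZ change was -0.27 (camera adjusted p = 0.0917) and the mature hepatocyte change -0.75, which was -0.32 without MYC tumour replicate 3. In MYC+Ex3 tumours the β-catenin targets were 0.77 higher (14 of 18), the MYC targets 1.42, proliferation genes 1.69 and hepatoblast genes 2.77, or 3.76 with 2 genes at their bounds. The YAP/TAZ targets fell by 0.56, periportal genes by 1.41 and mature hepatocyte genes by 0.63, and all these held under fry. Without a filter the YAP/TAZ fall was 0.27, still called. The β-catenin change lost its camera call with a pseudocount of 0.1 (adjusted p = 0.0609), with an estimated correlation (0.459) and without MYC+Ex3 tumour replicate 1 (0.61, 0.0521). Between the tumour genotypes, periportal genes fell by 0.99 (2 of 14 higher, camera adjusted p = 3.04e-07, fry adjusted p = 0.0135) and YAP/TAZ targets by 0.23 (4 of 15 higher, camera adjusted p = 0.0142, fry adjusted p = 0.0135). Without MYC tumour replicate 1 the periportal change was -0.65 and still called. The YAP/TAZ change lost its camera call without MYC tumour replicates 2 (-0.11, adjusted p = 0.0828) or 3 (-0.19, 0.051). The β-catenin rise was 2.23 with 1 gene at its bound. Changes of the MYC targets (0.17), proliferation genes (0.32) and mature hepatocyte genes (-0.17) passed camera only. They lost their calls without MYC tumour replicate 2 (0.11, camera adjusted p = 0.413) for the first and without MYC tumour replicate 1 for the others (0.10, 0.182, and 0.04, 0.963). Between the wild-type livers proliferation genes were 2.04 higher in 4-OHT livers (18 of 25 higher as deposited, camera adjusted p = 3.05e-83), and periportal and mature hepatocyte genes were lower by -0.78 and -0.93. Over the alternatives these changes ranged from 1.36 to 2.65, from -1.31 to -0.45 and from -1.46 to -0.57. After rescaling fry called these 3 lists (adjusted p = 2.38e-05, 0.000445 and 0.000145). This cannot settle the hepatocyte lists, because abundant genes outside them also fell past the median of all genes. Ctnnb1 changed by -2.37 and Glul by -2.36 as deposited, and by -0.457 and -0.427 after rescaling. Scale and compression of abundant genes are thus not separated from those falls. The proliferation rises of tumours were measured against 4-OHT livers, where these genes were higher than in the other wild-type livers.

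The early changes were compared with those in tumours across 11714 genes, which are not independent replicates. No library was shared between the members of a pair. For MYC against wild type, Pearson's r was 0.701 and Spearman's rho 0.745. The genes called in both numbered 2360, of which 2347 changed in the same direction. For MYC+Ex3 against wild type r was 0.662 and rho 0.726, with 2631 of 2672 shared calls in the same direction. For Ex3 added to MYC r was 0.351 and rho 0.278, with 20 of 20 shared calls in the same direction. The jackknife SE of r over libraries was 0.063, 0.032 and 0.121. With a batch term r was 0.696, 0.662 and 0.243, and within the keratin-free batch 0.627, 0.661 and 0.301. Within the keratin-bearing batch r was 0.602 for MYC+Ex3, and too few MYC livers were in it for the other pairs. The change that moved r most was the restriction to the keratin-free batch for the first pair, to the keratin-bearing batch for the second and the batch term for the third.

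**Figure D4:**
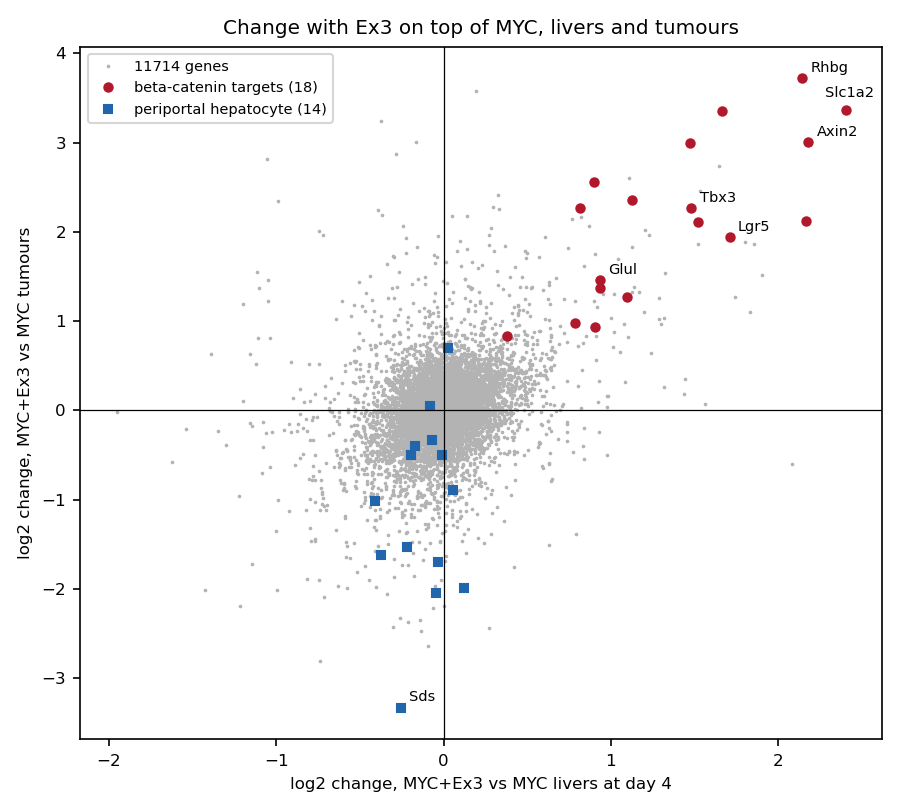
Log2 change with Ex3 on top of MYC in short-term livers (horizontal axis) and in tumours (vertical axis) for 11714 genes, with the β-catenin targets and periportal hepatocyte genes marked. All 18 β-catenin targets lie above 0 on both axes, and 2 of 14 periportal genes lie above 0 on the tumour axis.

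The authors' deposited table called 98 genes for Ex3 against wild type, 2793 for MYC, 3813 for MYC+Ex3 and 37 for MYC+Ex3 against MYC livers at an adjusted p under 0.05. Of the genes called here, the authors' deposited table also called 18 of 18, 2336 of 3047, 2905 of 3301 and 23 of 26, each in the same direction. For the tumours, the authors' deposited table called 6922 genes in MYC tumours, 10091 in MYC+Ex3 tumours and 615 between them, which included 4840 of 5907, 6551 of 7189 and 360 of 489 called here, each in the same direction. In the authors' deposited table the calls were closer to even in MYC tumours (3787 higher, 3135 lower) and MYC+Ex3 tumours (5114 higher, 4977 lower). Slc1a2, called here with Ex3 added to MYC, had an adjusted p of 0.116 in livers and 0.214 in tumours in the authors' deposited table, with log2 changes of 0.56 and 0.94. For Ex3 against wild type that table (DESeq per the file name) called Axin2, Slc1a4 and Lgr5 at adjusted p of 1.01e-26, 3.77e-10 and 2.25e-05. It also called Tbx3 (9.71e-07), which was not called here (limma adjusted p = 0.496), but not Glul (0.122).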

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

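All tests in this part were chosen only after the results were seen, except that of the ceiling on abundant genes. Further exceptions were the list tests and the alternatives fixed beforehand.

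Single libraries were compared with the rest of their group by Dixon's ratio, the gap to the nearest other library over the range. Of 139 groups of values tested, 13 stood apart, where 7 are given by chance, so some of them may be chance. Of these, 12 were genes. An exact binomial test compared the reads of each library with those of its nearest neighbour, corrected for all pairs of libraries in all groups. Counting noise alone is argued against for 8 of the 12, Tbx3 (in both groups), Glul, Ncl, Wwtr1, Slc1a4, Slc1a2 and H19 (corrected p at most 0.00333, with reads taken as independent). For the other 4, Ankrd1 (in both groups), Myc and B3galt1 (exact binomial test, corrected p = 1), counting noise and variation between animals cannot be told apart, because their reads are too few for so small a gap. Noise from library preparation was not tested. Ncl was at 52.5 RPKM in MYC+Ex3 liver replicate 5 and at 63.1 to 66.5 RPKM in the others (ratio 0.773). Wwtr1 was at 3.41 RPKM in 4-OHT liver replicate 7 and at 4.5 to 5.5 RPKM in the others (0.57). Ankrd1 was at 2.37 RPKM in MYC liver replicate 1 and at 0.37 to 0.64 RPKM in the others (0.799), and at 1.16 RPKM in MYC+Ex3 liver replicate 2 and at 0.22 to 0.43 RPKM in the others (0.723). H19 was at 1.78 RPKM in 4-OHT liver replicate 1 and at 0.03 to 0.57 RPKM in the others (0.573). No other explanation was tested for Ncl, Wwtr1, Ankrd1 and H19.

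In the keratin-bearing MYC+Ex3 liver replicate 3, Myc was at 1.93 RPKM and at 4.1 to 5.23 RPKM in the others (ratio 0.734), and B3galt1 was at 8.3 RPKM and at 5.88 to 6.38 RPKM in the others (0.766). In the keratin-bearing Ex3 liver replicate 5, Tbx3 was at 13.04 RPKM and at 23.4 to 27.4 RPKM in the others (0.781), and Slc1a4 was at 10.6 RPKM and at 36.0 to 50.3 RPKM in the others (0.782). The other keratin-bearing Ex3 livers lay with the keratin-free livers for both genes, and the other keratin-bearing MYC+Ex3 livers did so for Myc and B3galt1, so the batch alone does not account for the values. No biological explanation was tested.

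Glul was at 55.9 RPKM in MYC liver replicate 4 and at 139 to 155 RPKM in the others (ratio 0.896), and Slc1a2 at 2.04 RPKM and at 14.2 to 25.4 RPKM in the others (0.744). Tbx3 was at 6.1 RPKM in MYC+Ex3 liver replicate 4 and at 18.1 to 19.7 RPKM in the others (0.923). The same livers were low across the β-catenin targets, whose median lay -0.92 and -0.56 log2 units from the group means, while the other 18 short-term livers lay at -0.25 or above. Low depth is argued against, because the 6 short-term livers with fewer reads than either had a median of 0.097. The keratin batch, to which both belong, is argued against as the whole cause, because the list differed by -0.121 between batches without these livers. The macrophage, endothelial, and stellate and fibroblast lists lay at -0.247, -0.532 and -0.211 in MYC liver replicate 4 and at 0.518, 0.142 and 0.384 in MYC+Ex3 liver replicate 4. A lower share of hepatocytes and a change within hepatocytes cannot be told apart in either liver, because 1 library offers no spread. A different part of the liver lobule in the sample, or variation between animals, was not tested.

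Wild-type AAV8-TBG-CRE liver replicate 1 had 18145 genes detected, where the others had 15916 to 16312 (ratio 0.822). Depth is argued against, because 7 short-term livers had more reads in genes and fewer genes detected. Reads from genomic DNA are a candidate explanation: 425 of 1440 olfactory and vomeronasal receptor genes were detected in this liver and 52 to 240 in the other 19, and 392 of the 425 had at most 3 reads. Genes at exactly 1 read numbered 1644 in this liver and 802 to 1478 in the others. No biological explanation was tested.

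The effect of Ex3 on top of MYC differed between tumours and short-term livers for 15 genes, among them Sqrdl (-2.34) and Mettl7b (-2.2). Of 100 splits of the 16 libraries within arm, 11 gave as many genes, so the count may be chance; the largest other count was 134. The count was 5 without MYC+Ex3 tumour replicate 3 and 78 without MYC tumour replicate 2. Sqrdl kept its direction and its call in all alternatives run and in every fit without 1 library.

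By camera, 6 lists also differed between these effects: β-catenin targets (0.661), MYC targets (0.186), YAP/TAZ targets (-0.159), periportal (-0.802), hepatoblast (0.505) and mature hepatocyte genes (-0.111). None of the 6 passed fry as deposited or an estimated correlation; after rescaling fry called the β-catenin targets alone (adjusted p = 0.0437, in a range up to 0.309 over the alternatives). The scale of the arms is argued against as the source of the β-catenin difference, which was 1.314 after rescaling. Its size does depend on that scale. The ceiling on abundant genes is argued against because 7 of the β-catenin targets far below it gave 0.562, with 6 higher. With a batch term the difference was 0.384 and was still called, so the batch is argued against as the whole cause. The batch is not separated from MYC liver replicate 4, the keratin-bearing liver of its group with low β-catenin targets. Without that liver the difference was 0.956, and without MYC+Ex3 liver replicate 4 it was 0.438. The periportal difference was -0.389 without MYC+Ex3 tumour replicate 1. It and the β-catenin difference kept their calls in every fit without 1 library, while the calls were lost in 4 (MYC targets), 7 (YAP/TAZ targets), 4 (hepatoblast) and 4 (mature hepatocyte) of 33 such fits. The hepatoblast difference was 0.17 without MYC tumour replicate 1 (camera adjusted p = 0.534), the MYC target difference 0.06 (0.231) and the YAP/TAZ difference -0.05 (0.23) without MYC liver replicate 4, and the mature hepatocyte difference 0.05 (0.923) without MYC tumour replicate 1. A difference between early and established activation remains open as a biological explanation that was not tested, confounded with the arm, its Cre driver and its controls.

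The interaction of MYC and Ex3 in short-term livers differed from 0 by camera for β-catenin targets (0.284), YAP/TAZ targets (-0.181), cholangiocyte (-0.551) and proliferation genes (-0.437). None passed fry (adjusted p = 0.5, 0.5, 0.19 and 0.5) or an estimated correlation. The proliferation difference was -0.517 with a batch term and -0.455 with a sex term, which argues against a shift by batch or sex shared by all groups. Such terms cannot exclude an Ex3 effect that varies with sex or batch. Ex3 livers replicates 3 and 4, with raised proliferation genes (1.785 and 1.744), were the females of their group and both keratin-bearing. The proliferation difference fell to -0.25 without Ex3 liver replicate 3 (camera adjusted p = 0.0565), a liver with high proliferation genes. In another fit without 1 library it was -0.201 and still called. The β-catenin difference was 0.13 without MYC liver replicate 4 (0.162), a liver with low β-catenin targets. The YAP/TAZ difference was -0.09 with a batch term (0.176) and -0.08 without MYC liver replicate 5 (0.64), and it lost its call in 8 of 33 fits without 1 library. The cholangiocyte difference kept its call in every such fit but was -0.226 without Ex3 liver replicate 2 and -0.28 without a filter. The β-catenin, YAP/TAZ and proliferation differences may therefore each rest on single livers. With 0 genes called and 132 at an unadjusted p under 0.05, whether MYC and Ex3 alter each other's effect stays open. The count of splits with as many genes, 100 of 100, is fixed when 0 genes are called and says nothing about it.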

How the results depend on the processing

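The results were refitted under the alternatives, the gene lists and the correlations under fewer of them than the counts of genes. The tests of other splits were chosen only after the results were seen. The added alternatives, chosen after the data had been seen, were limma-voom, males only, fry after rescaling, and the batch term and restrictions. Fits with edgeR and DESeq2, planned for the case of whole reads, were not run, because the deposited unit is RPKM. No paired analysis was possible because the replicate numbers follow the order of the records.

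In Ex3 against wild-type livers 18 genes were called. The count was 31 with a sex covariate, 62 with sample quality weights and 48 with batch and sex terms. It was 2 within keratin-free and 2 within keratin-bearing libraries, and 0 with males only, where 544 genes had an unadjusted p under 0.05. These restrictions leave fewer samples, and for the other settings the cause was not tested. Leaving out 1 liver gave 5 (without Ex3 replicate 3) to 22 (without MYC+Ex3 replicate 4). Of 100 splits of these 10 livers 3 gave as many genes. The split with the largest count, 131, put all 4 keratin-free livers on the same side and so follows the batch; with a batch term the real comparison called 27 genes.

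In MYC against wild-type livers 3047 genes were called, or 868 with a 2-fold minimum change, which is stricter by construction. With fewer samples the count was 1507 for males only and 1249 for keratin-free libraries. In MYC+Ex3 against wild-type livers 3301 were called, or 960 with the 2-fold minimum, 1686 with males only and 6416 with sample quality weights, for which the cause was not tested. In MYC+Ex3 against Ex3 livers 2893 were called, or 845 with the 2-fold minimum, 6707 with weights (the cause was not tested) and 1668 within keratin-bearing libraries, with fewer samples. In each of these comparisons 1 of 100 splits, the real one, gave as many genes. The largest other counts were 1715, 1644 and 825.

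In MYC+Ex3 against MYC livers 26 genes were called. The count was 11 with a pseudocount of 0.1, 10 without a filter, where more genes are tested, 10 with only these groups fitted, 78 with weights and 67 with batch and sex terms. It was 6 within keratin-free libraries and 0 with males only, with fewer samples, where 357 genes had an unadjusted p under 0.05. For the pseudocount, the groups, the weights and the terms the cause was not tested. Leaving out 1 liver gave 7 (without MYC replicate 1) to 37 (without MYC+Ex3 replicate 4). Of 100 splits 4 gave as many, with 467 as the largest count. The interaction called 0 genes in every setting run, with 73 (stricter filter) to 611 (weights) at an unadjusted p under 0.05.

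MYC tumours against 4-OHT livers gave 5907 calls, or 1441 with the 2-fold minimum and 3636 with the filter at an RPKM of 5, which tests fewer genes. MYC+Ex3 tumours gave 7189, or 2346 and 4278 in the same settings, and 4638 with males only, with fewer samples. In each comparison 1 of 100 splits, the real one, gave as many genes, with largest other counts of 1762 and 12. MYC+Ex3 against MYC tumours gave 489, or 234 with the 2-fold minimum, 240 with the stricter filter, 311 with weights (the cause was not tested), 70 without the 4-OHT livers and 88 with males only, with fewer samples. Leaving out 1 library gave 199 (without MYC+Ex3 tumour replicate 3) to 764 (without MYC tumour replicate 2). Of the 10 splits of these 6 tumours 1, the real one, gave as many genes, a share that cannot go under 0.1; the largest other count was 69.

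The wild-type livers of both arms differed in 12240 genes as deposited, but in 5780 after rescaling and in 5552 with limma-voom, which set aside the scale of the RPKM totals. Of 100 splits 1 gave as many, and the largest other count was 10380. The Ex3 effect in tumours against that in livers gave 15 calls, or 31 with a pseudocount of 0.1, 9 with the stricter filter, 40 after rescaling, 35 with limma-voom, 3 with males only and 9 within keratin-free libraries. The filter tests fewer genes and the restrictions leave fewer samples. The smaller pseudocount, rescaling and limma-voom lessen the uneven weight of a pseudocount of 1 on the lower RPKM of tumours. Whether this alone raised the counts was not tested. Leaving out 1 library gave 5 (without MYC+Ex3 tumour replicate 3) to 78 (without MYC tumour replicate 2).

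Among 80 values of single genes (fewer where another number is given), 77 kept their direction and their side of the threshold with a pseudocount of 0.1, 72 without a filter, 79 after rescaling, 61 of 74 with only the groups compared fitted, 77 with a sex covariate, 77 with weights and 77 with limma-voom. With males only 60 of 77 did so, with a batch term 37 of 39, within keratin-free libraries 29 of 39 and within keratin-bearing libraries 13 of 21. When each library was left out 65 of 80 did so in every fit. Myc in MYC tumours reversed after rescaling, to -0.021. Ctnnb1 between the tumour genotypes reversed without MYC tumour replicate 2, to -0.015, in a range up to 0.21 without MYC tumour replicate 1. Neither change was called in any of these fits, and the cause was not tested. The fitted change of Slc34a2 in MYC tumours depends on the pseudocount, at -4.44 with 1 and -10.7 with 0.1. Other genes with low values in 1 group were also sensitive to the setting. Over the alternatives the changes of Axin2, Lgr5 and Tbx3 in MYC tumours reached -2.42, -2.95 and -3.43, and that of Igf2 reached 9.18.

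Of the 56 lists called by camera, 4 were called with an estimated correlation and 28 with fry. Both tests allow for correlation between genes measured in the data. As deposited fry called 33 of 88, but 7 of these lie between the wild-type livers of both arms, where it follows the shift of all genes and decides nothing about a list. Without that comparison it called 26 of 80, all of them among the 53 called by camera. After rescaling, which sets that shift aside, fry called 38 of 88 and kept 37 of the 56. Of 56, 54 kept their call with a pseudocount of 0.1, 53 without a filter, 54 after rescaling, 52 with a sex covariate and 52 with a batch term, and 39 in every fit without 1 library. Mature hepatocyte genes between the tumour genotypes ranged from -0.324 (without MYC tumour replicate 3) to 0.038 (without MYC tumour replicate 1), and in the Ex3 effect in tumours against livers from -0.317 to 0.05 in the same fits. MYC tumour replicate 1 had the fewest reads in genes of the tumours (6.67 M). Its Alb was at 50.8 RPKM, against 35.7 RPKM in the other MYC tumours, so compression of abundant genes may contribute. Periportal genes in MYC+Ex3 against MYC livers ranged from -0.148 (without MYC replicate 4) to 0.002 (without MYC replicate 3). The cause was not tested.

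The correlation of early with tumour changes was 0.701 for MYC and 0.627 within keratin-free libraries. For MYC+Ex3 it was 0.662, or 0.624 with a pseudocount of 0.1, 0.702 with the stricter filter, which leaves genes with more reads, and 0.602 within keratin-bearing libraries, with fewer samples. For Ex3 added to MYC it was 0.351 and ranged from 0.243 to 0.396 over the alternatives. Depth limits the genes with low RPKM: those not reaching 1 RPKM in 3 libraries were not tested.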

Other observations

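All tests in this part were chosen only after the results were seen, except that of GC content and the alternatives fixed beforehand.

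In 10 short-term livers Krt5, Krt14 and Krt17 had a mean RPKM of 4.46, 2.33 and 4.64, while in the other 10 they summed to at most 0.4 RPKM, and in tumours and 4-OHT livers to at most 0.06. Mouse epidermis in the tissue is argued against, because the other epidermal genes, 12 in the table, had a median of 0.057 RPKM in the same livers. The most abundant of them, Ly6d, was at 35.4 RPKM in keratin-bearing and 22.5 RPKM in keratin-free livers. A separate library or sequencing batch is a candidate explanation. In 4 of 4 groups the authors' deposited table lists the keratin-free columns first. Of the 5000 possible orders of the 2 kinds within groups, a share of 4e-04 puts the same kind first in all groups. The difference between the batches followed the GC content of the transcript, with a Spearman correlation of -0.564 across genes. Its median was 0.136 in the genes with the lowest GC content and -0.304 in those with the highest. The source of the keratin reads remains open.

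H19 was at 95.1 RPKM in MYC liver replicate 4 and at 41.8 RPKM in MYC+Ex3 liver replicate 4, the livers with low β-catenin targets, and at 3.6 RPKM or less in the other 18. Admixture of tumour RNA is argued against: Igf2 over H19 was at most 0.0055 in these livers and 0.674 to 0.872 in the tumours. Afp was at 5.7 and 8.09 RPKM. No biological explanation was tested.

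Proliferation genes were raised in Ex3 livers replicates 3 and 4, by 1.785 and 1.744 log2 units over the wild-type mean, and by 0.275 or less in the other Ex3 livers. Mki67 was at 24.34 and 27.98 RPKM in these livers and at 3.71, 3.05 and 4.25 RPKM in the others. A mislabelled liver with MYC is argued against, because MYC targets lay at most at -0.072 in these livers and at 0.99 to 1.772 in livers with MYC. The keratin batch is argued against, because without these livers the list differed by -0.043 between batches. Female sex, which both share, is argued against as the whole cause, because the highest of 3 female wild types lay at 0.301. An effect of Ex3 that varies between animals, or with sex, remains open and was not tested.

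MYC liver replicate 5, a female by Xist (86.1 RPKM), had Ddx3y at 4.74 RPKM, where other female short-term livers had at most 0.13, and Eif2s3y at 2.71 RPKM. Kdm5d, at 0.75 RPKM, was at the level of females. Admixture of a male liver is argued against: the Y-linked genes would need a share of 6.4%, but 5 male liver genes gave a median share of -1.98%, and the highest was 0.4%. Nefl, Elavl4 and Nefm stood out at 15.8, 15.4 and 11.3 RPKM, where the other livers had at most 0.2, 0.07 and 0.35. Of 8 further neural genes chosen after that, 4 were highest in this liver, with a median of 1.75 RPKM against at most 0.87 in another liver. Neural tissue and another source cannot be told apart, because the genes that stood out had been seen before the test and 1 of the 8 reached a mean of 1 RPKM in the other livers. No biological explanation was tested.

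MYC tumour replicate 3, a male, had Ddx3y at 2.35 RPKM, where the other males of the tumour arm had 12.2 to 21.6. Admixture of female tissue is argued against, because Xist was at 0.015 RPKM and would need 15.8. Fewer cells with a Y chromosome are a candidate explanation, since the 4 Y-linked genes were at 0.168, 0.146, 0.172 and 0.212 of the median of the other males. In MYC tumour replicate 1 Afp was at 1.97 RPKM, where the other MYC tumours had 29.6 and 33.5. Igf2 and H19 were at 1.19 times the mean of the other tumours or more, but this cannot decide on admixture of normal liver. H19 was at 66.13, 41.51 and 45.25 RPKM in MYC tumours replicates 1, 2 and 3. The highest RPKM of any gene in these libraries was 67.5, 42.91 and 45.25, so H19 lay at or near the ceiling. Mki67 was at 12.74 RPKM in replicate 1 and at 24.4 and 21.68 RPKM in the others. Admixture therefore remains open. A different state of this tumour was not tested.

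Among the wild-type livers, RPKM was lower in the 4-OHT set by a median of -1.53 log2 units. Totals of another kind behind the RPKM of the arms are a candidate explanation, since per M reads in genes the median difference was 0.16. Proliferation genes were 2.04 higher in the 4-OHT livers relative to all genes. The scale of the arms is argued against, because the difference was 1.36 after rescaling. A difference between the numbered sets of 4-OHT livers is argued against, because it was 2.214 in S14 and 1.596 in S15. Erythroid cells are argued against, because 4 of their genes differed by a median of -0.245. The macrophage, endothelial, and stellate and fibroblast lists differed by -0.149, -0.195 and 0.22. Effects of 4-OHT, of the virus, and of the animals' batch or age remain open and were not tested, since the sets differ in all of them.

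The 50 most abundant genes had 1083 to 1516 reads per kilobase on average. A ceiling on reads per kilobase, such as removal of reads with equal positions would give, is a candidate explanation: their reads rose by a median of 0.27 log2 units per log2 unit of depth over 19 libraries, and those of 2000 less abundant genes by 0.92.

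Mouse Myc was not called as higher in livers and tumours with MYC when all libraries were used, though in MYC+Ex3 tumours it was near the threshold (limma adjusted p = 0.0574) and passed it in 4 other fits (0.0427, 0.0457, 0.044 and 0.0308), within a range of 0.0308 to 0.57. Mislabelled libraries are argued against, because the MYC targets of every library with MYC lay above those of every library without, by at least 0.858 log2 units in the short-term livers and 0.83 in the tumour arm. A transgene whose reads are not counted as mouse Myc remains open, and its sequence is not given in the labels.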
